# The Overexpression of a Transcription Factor Gene *VbWRKY32* Enhances the Cold Tolerance in *Verbena bonariensis*

**DOI:** 10.3389/fpls.2019.01746

**Published:** 2020-01-29

**Authors:** Meng-qi Wang, Qiu-xiang Huang, Ping Lin, Qin-han Zeng, Yan Li, Qing-lin Liu, Lei Zhang, Yuan-zhi Pan, Bei-bei Jiang, Fan Zhang

**Keywords:** *Verbena bonariensis*, cold stress, *VbWRKY32*, antioxidant enzymes, osmotic adjustment, down-stream genes

## Abstract

Cold stress poses a serious threat to the survival and bloom of *Verbena bonariensis*. The enhancement of the cold tolerance of *V. bonariensis* is the central concern of our research. The WRKY transcription factor (TF) family was paid great attention to in the field of abiotic stress. The *VbWRKY32* gene was obtained from *V. bonariensis*. The *VbWRKY32* predicted protein contained two typical WRKY domains and two C2H2 zinc-finger motifs. Under cold stress, *VbWRKY32* in leaves was more greatly induced than that in stems and roots. The overexpression (OE) in *V. bonariensis* increased cold tolerance compared with wild-type (WT). Under cold stress, the OE lines possessed showed greater recovery after cold-treatment restoration ratios, proline content, soluble sugar content, and activities of antioxidant enzymes than WT; the relative electrolyte conductivity (EL), the accumulation of malondialdehyde (MDA), hydrogen peroxide (H_2_O_2_), and superoxide anion (O_2_^−^) are lower in OE lines than that in WT. In addition, a series of cold-response genes of OE lines were compared with WT. The results revealed that *VbWRKY32* worked as a positive regulator by up-regulating transcription levels of cold-responsive genes. The genes above can contribute to the elevation of antioxidant activities, maintain the membrane stability, and raise osmotic regulation ability, leading to the enhancement of the survival capacity under cold stress. According to this work, *VbWRKY32* could serve as an essential gene to confer enhanced cold tolerance in plants.

## Introduction

Plants are often subjected to various stresses which affects their growth and development. Some genes, including WRKY transcription factors (TFs), are induced to help plants adapt to stresses by changing physiology and morphology. WRKY TFs were a valuable family which resisted abiotic stress, such as cold, NaCl, drought, salicylic acid, ethylene, abscisic acid, methyl jasmonate, and hydrogen peroxide (H_2_O_2_) (Wang et al., 2013; Zhou et al., 2015; Xiu et al., 2016). The WRKY family comprised one or two DNA-binding domains consisted of 60 amino acid regions and the highly conservative sequence WRKYGQK at its N-terminus and a zinc-finger motif (Cx_4−5_ Cx_22−23_HxH or Cx_7_Cx_23_HxC) at C-terminus (Eulgem et al., 2000; Rushton et al., 2010). In terms of the structure of WRKY protein, it could be divided into three groups: WRKY group I (contained two WRKY domains with Cx_4−5_Cx_22−23_HxH zinc-finger motifs), group II (one WRKY domain with a Cx_4−5_Cx_22−23_HxH motif), and group III (one WRKY domain with a C-X7-C-X23-H-X-C motif).

Several WRKY-overexpressed plants had successfully enhanced the resistance to various abiotic stresses. For example, overexpression of *IIWRKY2* (WRKY group II) gene elevated salt tolerance in overexpression (OE) lines of *Iris lactea* var. *chinensis* (Tang et al., 2018). *OsWRKY11* (WRKY group II) functioned as a positive regulator in tolerance to heat and salt stress of the transgenic rice seedlings (Wu et al., 2009). *OsWRKY45* promoted the resistance to disease and drought in *Arabidopsis* (Qiu and Yu, 2009). Compared with wild type (WT), the *CsWRKY46* (WRKY group II)-overexpressed cucumber *via* regulating a series of regulated cold-responsive genes raised cold tolerance (Ying et al., 2016). *OsWRKY71* (WRKY group II) has a positive function in cold tolerance by regulating downstream target genes in rice (Kim et al., 2016). Overexpressed *FcWRKY70* (WRKY group III) in tobacco and lemon conferred enhanced tolerance to drought stresses (Gong et al., 2015). Overexpression of *GhWRKY25* (WRKY group I) in *Nicotiana benthamiana* enhanced plant tolerance to salt stress (Liu et al., 2016). TFs are significant for cold signaling and tolerance by modulating the expression of related functional genes (Nair et al., 2009). WRKY are vital regulators in certain development processes. Overexpressed *OsWRKY30* (WRKY group I) enhanced rice resistance to disease by the salicylic acid (SA) signaling pathway (Ryu et al., 2006). The *WRKY34* (WRKY group I) TF negatively regulated cold sensitivity of mature *Arabidopsis* pollen and might be involved in the C-repeat binding factor (CBF) signal cascade in mature pollen (Zou et al., 2010). However, WRKY group I and III members have been rarely reported compared with group II members, in particular in response to stress. Therefore, combined with the analysis of transcriptomic data, WRKY group I will be the focus of our attention.

*Verbena bonariensis* is a perennial herb native to South America (Brazil, Argentina, etc.). With its high ornamental value and supreme drought resistance, *V. bonariensis* is widely used in flower border and sightseeing farms. However, *V. bonariensis* owns inferior resistance of low temperature, which causes damage during flowering and impacts yield. When below 0°C or worse, chilling injury would result in destruction or death in production. In China, the studies on *V. bonariensis* are now mainly focused on seedling breeding, garden application, and salt tolerance. The low temperature molecular research in *V. bonariensis* has not been reported. Thus, it is urgent to determine and improve the cold resistance in *V. bonariensis*. The transcriptomic data of *V. bonariensis* in cold stress displayed that WRKY TFs worked as a vital role in helping plants cope with low temperatures stress.

In this study, we isolated and cloned *VbWRKY32* gene from *V. bonariensis*. The analysis of *VbWRKY32* expression responding to cold stress was elaborated from multiple angles. Overexpressed *VbWRKY32* in *V. bonariensis* elevated tolerance of cold stress, compared with WT. The statistics indicated that *VbWRKY32* could serve as a new candidate gene to accomplish the cultivation of cold-tolerant plants and contribute more detailed information to WRKY family.

## Materials and Methods

### Plant Materials

*V. bonariensis*, c.v. *Finesse* was selected as research materials. The *VbWRKY32* gene was cloned from tissue-cultured seedlings which were grown on Murashige and Skoog (MS) medium. *V. bonariensis* were cultivated in the greenhouse of Sichuan Agricultural University. The two OE lines (OE-1 and OE-5) and WT of *V. bonariensis* were tested in our study.

### Clone of the *VbWRKY32*

Total RNA extraction of tissue-cultured *V. bonariensis* leaves was achieved by TRIzol Reagent (MyLab, Beijing, China). The synthesis of complementary DNA (cDNA) was accomplished by Takara^®^ PrimeScript™ RT Reagent Kit with gDNA Eraser (Perfect Real Time) (TAKARABIOIN, Beijing, China). The full-length cDNA of *VbWRKY32* was acquired by PCR. The *VbWRKY32* gene was cloned using specific primers (F: CGTAAAGAAAAGAAAAAGCTTTTAT; R: CGCTACCACTACAATCAACCTATAT). PCR was performed in 25-μl reaction volume containing 1 μl cDNA, 0.5 μl each primer, 10.5 μl double-distilled H_2_O (ddH_2_O), and 12.4 μl Taq Mix. The program employed was 30 cycles of 94°C for 30 s, 56°C for 30 s, and 72°C for 1 min; finally stored at 4°C. The cloned sequence was inserted into pCAMBIA 2300 with the control of cauliflower mosaic virus (CaMV) 35S promoter to obtain P*_VbWRKY32_*. The enzyme restriction sites were *BamH I* and *Kpn I*.

### Phylogenetic and Conserved Domain Analysis of *VbWRKY32*

Phylogenetic analysis was conducted by MEGA version 4.0 using 34 *VbWRKY32* homologs selected from multiple sequence alignment. Sequence alignment was performed using DNAMAN.

### Transformation

The regenerated explants were selected from upper middle leaves of *V. bonariensis*. The P*_VbWRKY32_* construct was introduced into *Agrobacterium tumefaciens* strain GV3101 and transformed into leaves of *V. bonariensis*. The mediums used for transformation were showed in **Table 1**. The explants were cultured in the M1 medium for 2 days at 35°C and under the 16/8 h light/dark photoperiod with 3,000 lx intensity of illumination. The samples were infected with bacterial solution of *A. tumefaciens* (OD_600_ = 0.4) for 10 min and placed on the M1 medium. After 2-day dark culture, materials were transferred to the M2 medium in culture bottles. These explants were transferred to fresh M2 medium every 2 weeks to maintain appropriate selective pressure and at the same time to prevent the growth of *Agrobacteria*. After 35 days, the adventitious buds were cut off, transplanting to M3 medium. After rooting and elongation, the plantlets were identified by PCR and adapted to growth in the soil in the soil. The DNA secure Plant Kit (TIANGEN^®^DNAsecure) was used for the PCR procedure for the transgenic identification.

**Table 1:** The mediums in transformation process.

Serial no.	Name of medium	Composition of medium
**M1**	Pre-culture medium	4.4 g·L^−1^ MS+1.0 mg·L^−1^ 6-BA+0.1 mg·L^−1^ NAA+6.5 g·L^−1^ agar+30 g·L^−1^ sucrose
**M1**	Co-culture medium	4.4 g·L^−1^ MS+1.0 mg·L^−1^ 6-BA+0.1 mg·L^−1^ NAA+6.5 g·L^−1^ agar+30 g·L^−1^ sucrose
**M2**	Selective medium	4.4 g·L^−1^ MS+1.0 mg·L^−1^ 6-BA+0.1 mg·L^−1^ NAA+450 mg·L^−1^ CARB+6.5 g·L^−1^ agar+30 g·L^−1^ sucrose+1.0 mg·L^−1^ kana
**M3**	Rooting medium	4.4 g·L^−1^ MS+6.5 g·L^−1^ agar+30 g·L^−1^ sucrose

### Cold Treatment of Overexpression and Wild-Type Plants

Three-month old seedlings of *V. bonariensis* were transferred from the greenhouse (16 h photoperiod, 28°C/20°C day/night temperature) to the thermoregulating incubator. The seedlings were treated at the following temperature (this cooling process was continuous.): 4°C for 24 h (T2), followed by −4°C for 4 h (T3) and 6 h (T4). The upper leaves were harvested at the time points of the control (T1), T2, T3, and T4 for physiological experiments and histochemical detection of ROS, which were frozen in liquid nitrogen instantly and stored at −80°C. Roots, stems, and leaves of the same untreated seedlings were collected for the analysis of tissue-specific expression.

### Analysis of the Level of Gene Expression

The materials were treated under following conditions: 4°C for 24 h, followed by −4°C for 4 h. The quantitative real-time polymerase chain reaction (qRT-PCR) was performed in the SsoFast EvaGreen Supermix (Bio-Rad, Hercules, CA, United States) and Bio-Rad CFX96TM detection system. The *Actin-11* gene served as a quantitative control to detect expression level of *VbWRKY32* and of nine cold-related genes, including *VbCor413im1*, *VbCor413pm2*, *VbPOD*, *VbCAT*, *VbSOD*, *VbAPX6*, *VbP5CS*, *VbAMY3*, and *VbBAM1*. The 20 μl qRT-PCR reaction mixture was incubated at 95°C for 30 s, followed by 40 cycles at 95°C for 15 s, at 60°C for 30 s, then by a final single melt cycle from 65 to 95°C. Each reaction was carried out for three biological repetitions. Relative expression levels were calculated by the 2^−ΔΔCT^ method. All correlative primers of qRT-PCR were exhibited in **Table 2**.

**Table 2:** Primers used to quantitative real-time PCR (qRT-PCR).

Gene name	Forward primers	Reverse primers
*VbWRKY32*	GGTTATGCGTAAAGAAAAGAAAAA	TCTGCAGATACAAATCTAAATCACC
*Actin-11*	TGCAATATAAATTTATATCTGGATG	TATCAGCAATACCAGGAAACATAGT
*VbCor413im1*	CTATCTCTGTCTCTTTCTGATTCGC	AAATTTCATTGTTAAAAGGGGG
*VbCor413pm2*	TAGAGCATCTGGTGGATTCAGA	GGATCAGCAAACAATATGAAGAC
*VbPOD*	GCATTGCATACATGAATACATAACA	TTGTGTCTCATAGTTTTCGACCA
*VbCAT*	ACTTTATTAACAAAATTCCAAAGCT	GGTCTTGAAAATTAGTGTGTCAAGA
*VbSOD*	GACATAAACCTTTTATTAAACGACA	GAAAAGAAGGTAAGAAAATGATTCA
*VbAPX6*	ACCTAATTACTAAACCACGTCACAC	AAAAGAGCTTCTCAAGACTACGTTC
*VbP5CS*	TCTTTGTTGTCTCTGAAAGTTCCTA	TTCTTGAACTTTCTCTAGCTGCTAC
*VbAMY3*	TACTTACAACAGACCCAGTCTTCC	CAGCAATAGAACTGCTTGTATTAAA
*VbBAM1*	ACTTGTATTTTCTCAAACTCTCCCT	ATGCTCAGCAGTCTAAAAGCAG

### Freezing Recovery Ratios

Three-month-old seedlings (WT, OE-1, and OE-5) were selected to detect freezing recovery ratios. The materials were treated under following conditions: 4°C for 24 h, followed by −4°C for 4 h (wilting symptoms began to appear), finally allowed to recover for 10 days at 28°C. The freezing recovery ratios were measured. It was recorded that less than 25% of withered leaves in seedlings were regarded as recovery.

### Determination of Physiological Indexes

Malondialdehyde (MDA) content and electrolyte conductivity (EL) were measured according to Lei et al. (2009) and Wang et al. (2017b), respectively. Activities of superoxide dismutase (SOD), peroxidase (POD), catalase (CAT), and ascorbate peroxidase (APX) were measured by the methods of Beauchamp and Fridovich (1971), Ranieri et al. (2000), and Zhang et al. (2011), respectively. The content of soluble protein, soluble sugar, and proline was measured following Wang et al. (2013) and Irigoyen et al. (2010).

### Histochemical Detection of Reactive Oxygen Species

The accumulation of H_2_O_2_ and superoxide anion (O_2_^−^) in leaves was detected by the method of histochemical staining using 3,3′-diaminobenzidine (DAB) and nitroblue tetrazolium (NBT), respectively (Wang et al., 2017a). Finally, the stained leaves were photographed. H_2_O_2_ and O_2_^−^ content were measured following An (2012) and Yamamoto et al. (2001).

### Statistical Analyses

All experiments were performed for three biological repeats. The data were analyzed *via* one-way analysis of variance using SPSS version 19.0, and statistically significant differences were calculated with p < 0.05 as the thresholds for significance.

## Results

### Isolation and Sequence Analyses of *VbWRKY32*

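RNA from leaves of 3-month-old V. bonariensis seedlings was sequenced in 6 libraries, 3 from control plants and 3 from plants kept at 4°C for 24 h and then at -4°C for 4 h. Control and cold libraries were told apart by their labels, since the paper does not list them. For growth before the treatment the paper gives 28°C by day and 20°C by night, and the labels give 25°C and 16°C. The authors deposited a table of 9740 clusters assigned to 80 families of transcription factors and transcriptional regulators. A cluster is a transcript model numbered by the authors, and the table names no genome. For each cluster and library it gives estimated read counts, which need not be whole numbers, and FPKM, which scales the fragments on a cluster to its length and to the reads of the library. The aligner, assembler and counting program are not given in the sources used here. The table held 991180, 1213366 and 1149144 estimated counts in control replicates 1, 2 and 3, and 722556, 728918 and 791041 in cold replicates 1, 2 and 3. Whole-library totals worked out from count, FPKM and length ranged from 16947417 to 20692355 in control and from 13074117 to 14319103 in cold, so the cold libraries were the shallower ones. Counts were rounded and scaled by edgeR's TMM method, and levels are given below as normalized CPM, the counts over a library's reads on the clusters tested multiplied by its TMM factor. The 5004 clusters kept by edgeR's filter on low counts were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. Replicates differed by more than the sampling noise. Among clusters with 40 to 200 reads in a pair of replicates, the chi-square per cluster was between 2.77 and 4.24 where every count was whole. It was between 13.3 and 15.5 where counts were fractional.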

To obtain valuable candidate genes from *V. bonariensis* and to facilitate the molecular culture of cold-resistant varieties, next generation sequencing technique were applied to construct a cDNA library out of *V. bonariensis* leaves (Wang et al., 2019). The RNASEQ data it was deposited in National Center for Biotechnology Information (NCBI) (NCBI GEO series GSE112477, NR ID: XP_011083976.1). 

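In edgeR's quasi-likelihood test 1094 clusters were higher and 1182 were lower in cold at an adjusted p under 0.05. With whole-library totals in place of the TMM factors 947 were higher and 1371 lower, and limma on log2(FPKM + 1) gave 1204 and 1760. At an adjusted p under 0.01 the numbers were 714 and 787. The authors' deposited table marks 1072 clusters as higher and 1397 as lower. Their mark was shared by 852 of the clusters called higher here and by 1073 of those called lower, and 0 had the opposite mark. The largest changes were of clusters with reads in only 1 condition. Cluster-14918.90981, whose best match in the NR protein database is an uncharacterized protein of Sesamum indicum, had 0 counts in control and 4157 ± 338 normalized CPM (SD, n = 3) in cold, at least 4782-fold higher against a floor of 3 counts over the group. Cluster-14918.82549, with the same best match, had 665 ± 70.0 in control and 0 in cold, at least 461-fold lower. Cluster-14918.99740, matched to BEL1-like homeodomain protein 1, had 0 in control and 2178 ± 158 in cold, at least 2506-fold higher. Summed over the 15 clusters of that best match the level was 6557 ± 17.2 in control and 6500 ± 84.9 in cold (SD, n = 3). The other clusters among the 5 largest increases were matched to the response regulator APRR9 (Cluster-14918.12103, at least 1326-fold), peroxisome biogenesis factor 10 (Cluster-14918.136515, at least 1089-fold) and ERF008 (Cluster-14918.131793, at least 806-fold). Among the 5 largest decreases were a pair of clusters matched to ETHYLENE INSENSITIVE 3, Cluster-14918.118791 and Cluster-14918.118793, which were at least 1492-fold and 1304-fold lower in cold. The others were Cluster-14918.108465, matched to heat shock factor HSF24 (at least 437-fold lower), and Cluster-14918.151388, matched to an uncharacterized protein (at least 390-fold lower). Leaving out 1 library of the group at 0 lowers such a bound by 1.43 to 1.56 times for an increase and by 1.48 to 1.55 times for a decrease, since fewer reads then lie behind the floor. Floors and intervals cover counting error only. Summed over Cluster-14918.90981 and Cluster-14918.82549, the 2 clusters of their best match, the level rose from 665 to 4157 normalized CPM in cold. The sums rose from 48.2 to 7012 for APRR9, 64.1 to 1217 for peroxisome biogenesis factor 10 and 1563 to 6142 for ERF008. They fell from 8416 to 2288 for ETHYLENE INSENSITIVE 3, 3319 to 195 for HSF24 and 1164 to 383 for the match of Cluster-14918.151388.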

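The table holds 386 clusters of the WRKY family, of which 240 had enough counts to be tested. Of these, 31 were higher and 102 were lower in cold at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The authors' deposited table marks 32 WRKY clusters as higher and 114 as lower. The median log2 fold change was -1.27 over the WRKY clusters and -0.11 over the other clusters tested, and 164 of the 240 had a negative value. Tested as a set, the WRKY family was lower in cold by camera (p = 0.000224), by fry (p = 1.15e-08) and by camera with the correlation between clusters estimated from the data (p = 0.00261). Adjusted over the 65 families with at least 10 tested clusters, the p of camera was 0.00486, and with the estimated correlation it was 0.0847, above the threshold. In the 9 splits of the libraries that mix the conditions, each group holds 2 libraries of one condition and 1 of the other. There camera gave the family p values from 0.00365 to 0.0735, and 7 of them were under 0.05. Part of the difference between conditions stays between such groups, and the direction was not recorded. These p values therefore cannot show whether camera's p for the real groups is too small. Counts summed over clusters with the same best match, an alternative chosen after the data were seen, moved these numbers most, with 16 higher and 62 lower of 98 best matches tested. The largest increases were of Cluster-14918.92352, matched to WRKY20 (at least 55.2-fold higher in cold), Cluster-14918.138226, matched to an uncharacterized protein (at least 42.3-fold higher), and Cluster-14918.106356, matched to WRKY3. The last had 2.10 ± 3.64 normalized CPM in control and 453 ± 143 in cold (SD, n = 3), a log2 fold change of 7.88 (standard error 1.10, adjusted p = 0.00255 from edgeR's quasi-likelihood test). Its control level rested on control replicate 1 alone, with 6.49 counts. Against the other control libraries, both at 0, the cold mean was at least 366-fold higher with a floor of 3 counts over both, and the log2 fold change was 7.23 without control replicate 2 and 7.25 without control replicate 3. The largest decreases were of Cluster-14918.120174, matched to a WRKY protein of Salvia miltiorrhiza (at least 114.0-fold lower), Cluster-14918.86019 (at least 49.0-fold lower) and Cluster-14918.106403, matched to WRKY53 (at least 41.8-fold lower). The bound of Cluster-14918.86019 rested on control replicate 2, with 157 normalized CPM against 24.3 and 30.7 in control replicates 1 and 3. Without control replicate 2 it was at least 19.1-fold lower, and on the log2(FPKM + 1) scale its adjusted p was 0.0504 by limma. Over the best match of Cluster-14918.92352 the summed level rose from 346 in control to 1108 normalized CPM in cold. The sum rose from 341 to 614 for Cluster-14918.138226 and from 219 to 985 for Cluster-14918.106356. It fell from 878 to 54.1 for Cluster-14918.120174 and from 898 to 317 for Cluster-14918.86019. Cluster-14918.106403 was the only cluster of its best match.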

The *WRKY32* TF (Cluster-14918.129050) was selected from differentially expressed genes (DEGs) with functional annotations, and named *VbWRKY32*. Its log_2_ (fold change) was 5.45 and q value was less than 0.01.

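For VbWRKY32 the estimated counts were 0, 7.06 and 0 in control replicates 1, 2 and 3, and 64.6, 81.6 and 41.0 in cold replicates 1, 2 and 3. The authors' FPKM was 0, 0.20 and 0 in control and 2.84, 3.54 and 1.64 in cold. Normalized CPM was 1.90 ± 3.28 (SD, n = 3) in control and 91.1 ± 33.0 in cold, a log2 fold change of 5.46 (standard error 1.36, adjusted p = 0.0206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The authors' deposited table gives a log2 ratio of 5.45 and a q value of 7.07e-10. Every cold library lay above every control library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The ratio of the summed counts was 44.4, with an exact 95% interval from 21.1 to 112 that covers counting error only. The control level rested on control replicate 2 alone. Against the other control libraries, both at 0, the cold mean was at least 67.1-fold higher with a floor of 3 counts over both. With each library left out in turn the cluster stayed higher in cold, and the adjusted p was above 0.05 without cold replicate 1 (0.0537), cold replicate 2 (0.0661), control replicate 1 (0.0551) or control replicate 3 (0.0505). Without the last of these the log2 fold change was 4.87. On the log2(FPKM + 1) scale, which understates changes at low levels, limma gave a log2 fold change of 1.75 (adjusted p = 0.000916). The cluster shares its best match with 13 other clusters, between which the authors' counting could have divided reads, so its level is uncertain. Summed over all 14 clusters, an alternative chosen after the data were seen, the log2 fold change was -0.88 (standard error 0.06, adjusted p = 4.65e-06 from edgeR's quasi-likelihood test). The paper states the fold change and q value of the single cluster, and states that it was chosen among the differentially expressed genes with annotations. By RT-qPCR the paper also reports a rise of VbWRKY32 at 4°C and a peak after 4 h at -4°C. That assay does not rest on the division of reads. Whether its primers tell this cluster from the others of its best match was not tested here.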

The full-length *VbWRKY32* gene was 1,689 bp, of these, the open reading frame (ORF) was 1,500 bp and encode 499 amino acids with predicted protein molecular weight of 55.138 kDa. It contained two WRKY domains of WRKYGQK and two C2H2 zinc-finger motifs (Cx_4_Cx_22_HxH and Cx_4_Cx_23_HxH) (**Figure 1**). 

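In the deposited table Cluster-14918.129050 is 1977 bases long. The authors' annotation places a coding region of 1509 bases on the reverse strand of the cluster, from base 1718 down to base 210, found by the match to a protein. It leaves 259 bases before the coding region and 209 after it. The best match in the NR protein database is the probable WRKY transcription factor 32 of Sesamum indicum, with a score of 1536. Cluster-14918.111498 has the same best match with the same score and a coding region of the same length, 1509 bases. It is 2070 bases long, also has 259 bases before the coding region, and has 302 after it, 93 more than Cluster-14918.129050. The table gives no sequences, so the coding regions were not compared base by base.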

Comparisons of the amino acid sequences between *VbWRKY32* and other WRKY proteins in plants showed that WRKYGQK and two C2H2 zinc-finger motifs were highly conserved in four plant species (**Figure 2**). The phylogenetic tree was constructed with full-length amino acid sequences, the result demonstrated that *VbWRKY32* belonged to group I of the WRKY family (**Figure 3**).

**Figure 1:**
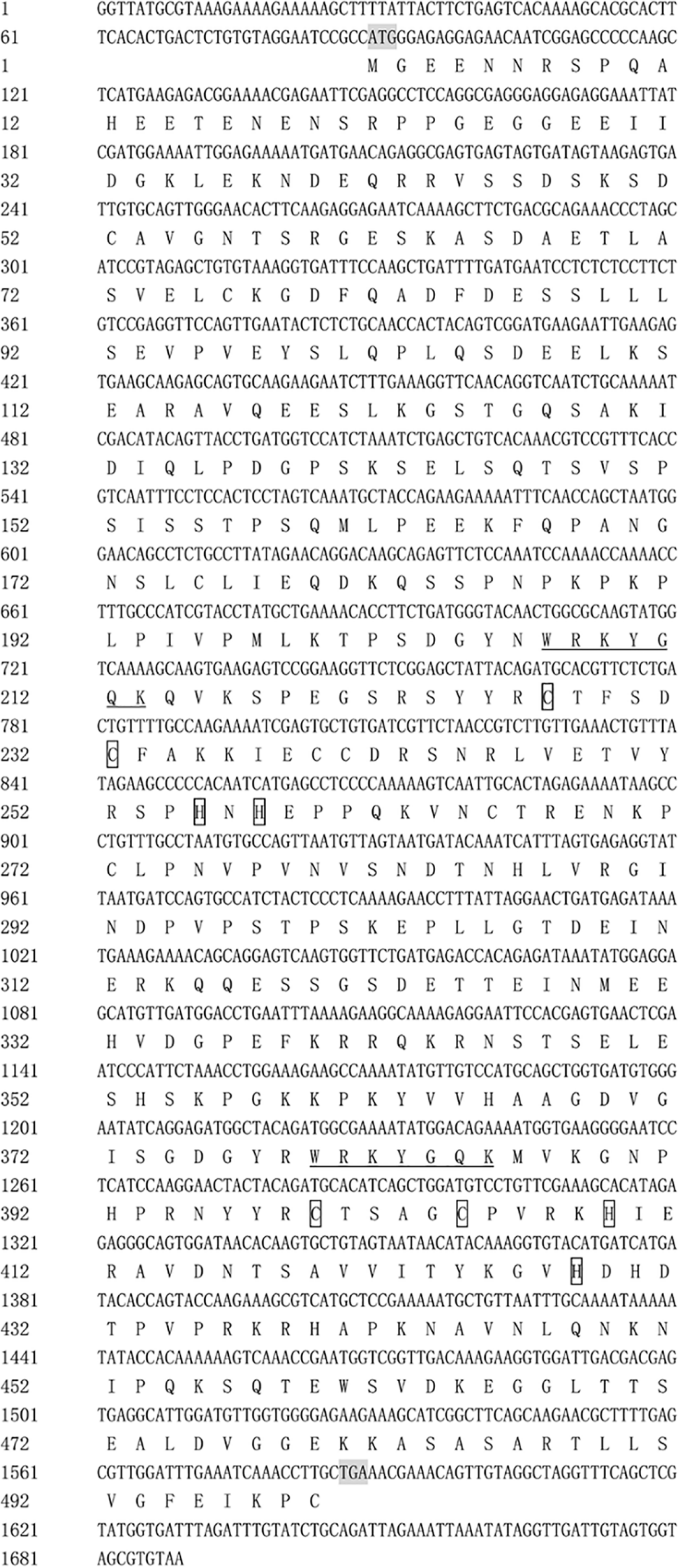
Nucleotide and deduced amino acid sequences of *VbWRKY32*. The WRKY domain is underlined. The two cysteines and two histidines in the zinc-finger motifs are framed.

**Figure 2:**
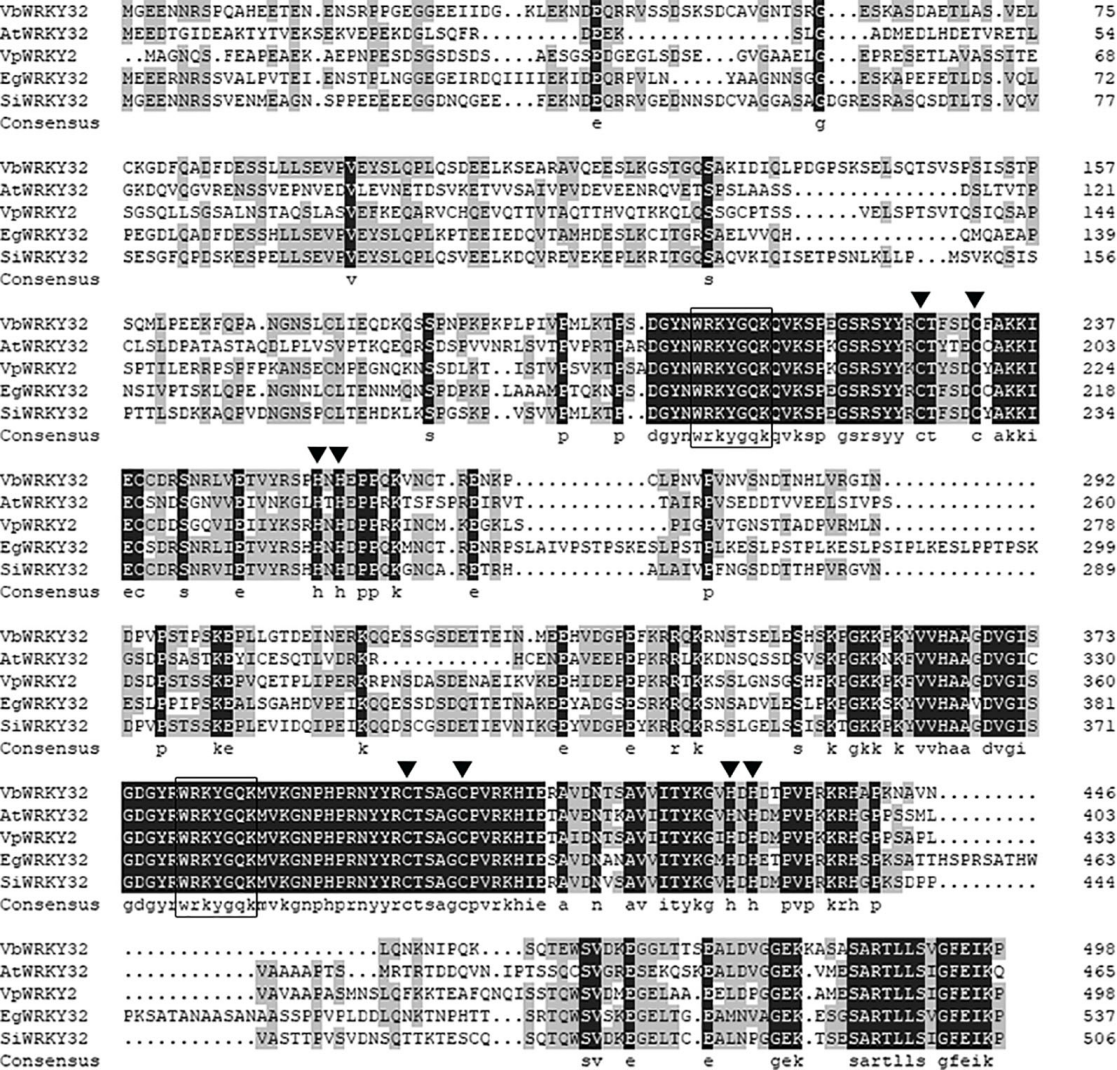
Comparison between the amino acid sequences deduced by *VbWRKY32* gene and the multisequences of WRKY protein from other plants. Identical amino acid residues are shaded in black boxes, others meet two identical residues in gray boxes. The completely conserved WRKYGQK amino acids are enclosed by oblong. The cysteine (C) and histidine (H) in zinc-finger motifs are pointed out by black trigon. *AtWRKY2* (NP_200438.1) from *Arabidopsis thaliana*; *VpWRKY2* (GU565706) from *Vitis pseudoreticulata*; *EgWRKY32* (XP_012841117.1) from *Erythranthe guttata*; *SiWRKY32* (XP_011083976.1) from *Sesamum indicum*.

**Figure 3:**
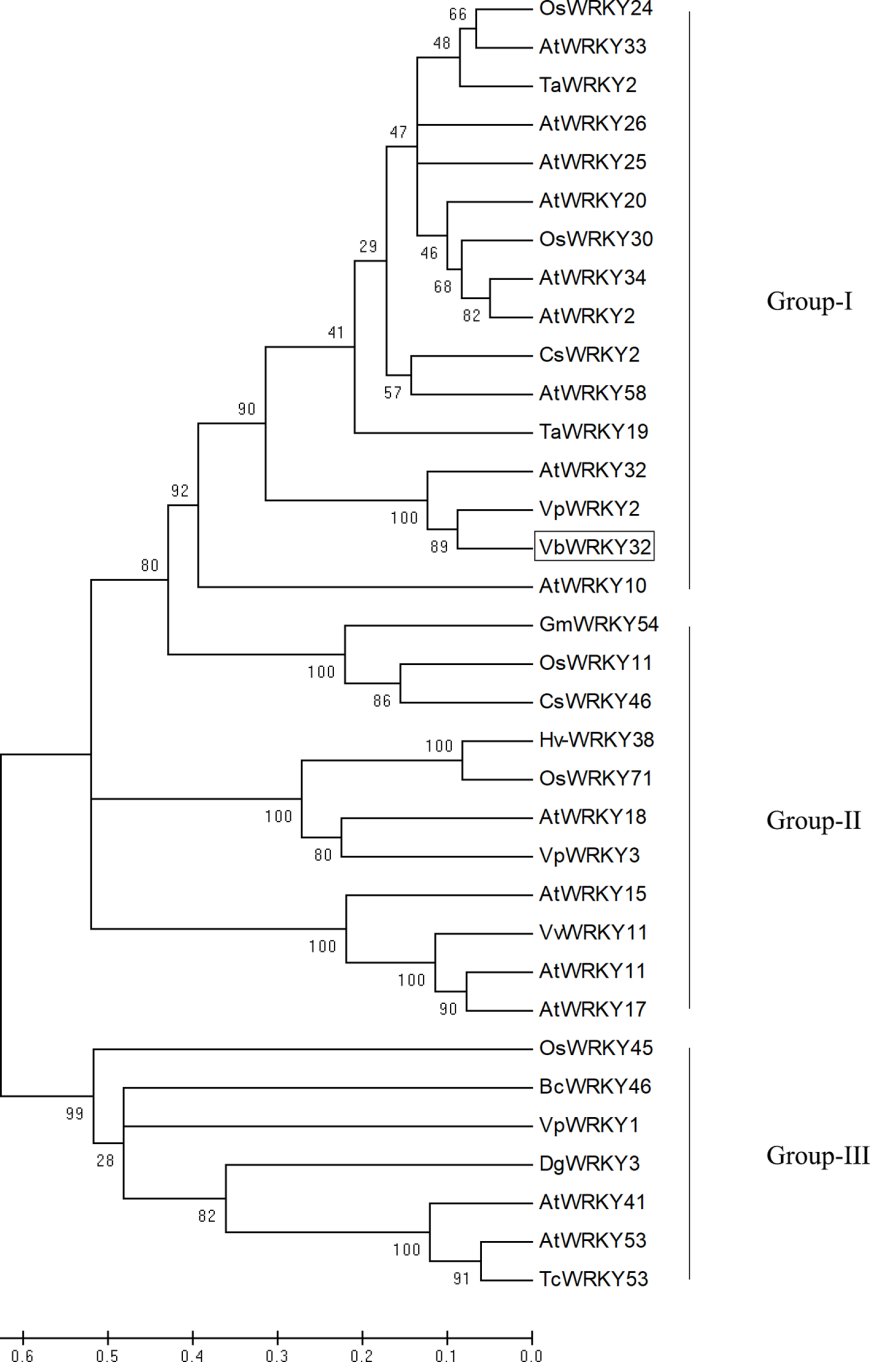
Phylogenetic tree analysis of *VbWRKY32* and WRKY proteins from different species. *VbWRKY32* is boxed. The plant WRKY proteins used for the phylogenetic tree are as follows: *OsWRKY11* (AK108745), *OsWRKY24* (NC_029256), *OsWRKY30* (NP_001062148), *OsWRKY45* (AY870611), and *OsWRKY71* (NC_029257) from *Oryza sativa*; *AtWRKY2*, *AtWRKY10*, *AtWRKY11* (NP_849559), *AtWRKY15* (NP_179913.1), *AtWRKY17* (NP_565574.1), *AtWRKY18* (NP_567882), *AtWRKY20*, *AtWRKY25* (NP_180584), *AtWRKY26* (AAK28309), *AtWRKY32*, *AtWRKY34*, *AtWRKY41*, *AtWRKY53* (NP_194112), and *AtWRKY58* from *Arabidopsis thaliana*; *TaWRKY2* (EU665425), *TaWRKY19* (EU665430) from *Triticicum aestivum*; *CsWRKY2* (AFJ54352), *CsWRKY46* from *Camellia sinensis*; *VpWRKY2* (GU565706) and *VpWRKY3* from *Vitis pseudoreticulata*; *GmWRKY54* (DQ322698) from *Glycine max*; *Hv-WRKY38* from barley; *VvWRKY11* (EC935078) from *Vitis vinifera*; *BcWRKY46* (HM585284) from *Brassica campestris*; *BcWRKY46* (HM585284) from *B. campestris*.

### The Analysis of *VbWRKY32* Expression in Wild-Type Plants Under Cold Stress

To determine the involvement of *VbWRKY32* under cold stresses, the expression of *VbWRKY32* in different tissues of *V. bonariensis* was measured by RT-qPCR. The results were showed in **Figure 4A**. The transcript level of *VbWRKY32* was higher in leaves than that in stems and roots. The change of *VbWRKY32* expression was not significant during the course of the experiment under normal condition (28°C). The expression of *VbWRKY32* was increased during 4°C and reached a peak at 4 h during −4°C, then decreased at 5 h (**Figure 4B**). The result indicated that *VbWRKY32* was involved in the cold response.

**Figure 4:**
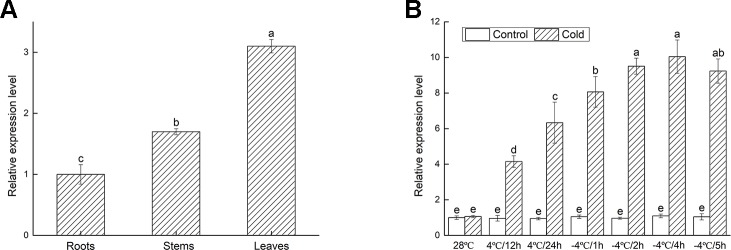
The expression analysis of *VbWRKY32* in leaves of *Verbena bonariensis*. **(A)** Relative expression level of *VbWRKY32* in roots, stems, and leaves of WT lines at 28°C. **(B)** Cold treatment. Control stands for non-stress treatment and at 28°C. The process of temperature treatment was continuous. The temperature was at 28°C, then drop to 4°C for 12 h, 24 h, and then to −4°C for 1, 2, 4, 5 h. Data indicate means ± standard errors (SE) of three biological replicates. The different letters above the columns represent significant differences (P < 0.05) on the basis of Duncan’s multiple range test.

### Overexpression of *VbWRKY32* in *Verbena Bonariensis* Enhanced the Cold Resistance

To further identify the function of *VbWRKY32*, *V. bonariensis* transgenic plants overexpressing *VbWRKY32* were obtained. The expression level of *VbWRKY32* in leaves was measured through RT-qPCR. The results of RT-qPCR showed the *VbWRKY32* transcript abundance of lines OE-1 and OE-5 was evidently (P < 0.05) higher than that of other OE and WT lines under 28°C (**Figure 5**). Therefore, OE-1 and OE-5 lines were selected for cold stress experiment. The plants were treated under following conditions: 4°C for 24 h, followed by −4°C for 4 h, finally allowed to recover for 10 days at 28°C (**Figure 6**). Under 28°C for 7 days, there were no obvious phenotypic difference between OE and WT lines. Under 4°C for 24 h, leaves of WT plants began to wilt, while transgenic plants’ leaves remained unchanged. The WT and OE plants were then treated at −4°C for 4 h, WT plants obviously fell over and even dead, leaves of OE lines partially wilted. The plants recovered at 28°C for 10 days, most of leaves of WT turned yellow and withered. The leaves of OE lines were not affected much and only a few of leaves turned yellow. The transgenic *V. bonariensis* showed better recovery than WT. The recovery ratio of OE-1 and OE-5 were 84.45 and 86.67%, respectively, whereas WT plants was 44.44% (**Table 3**).

**Figure 5:**
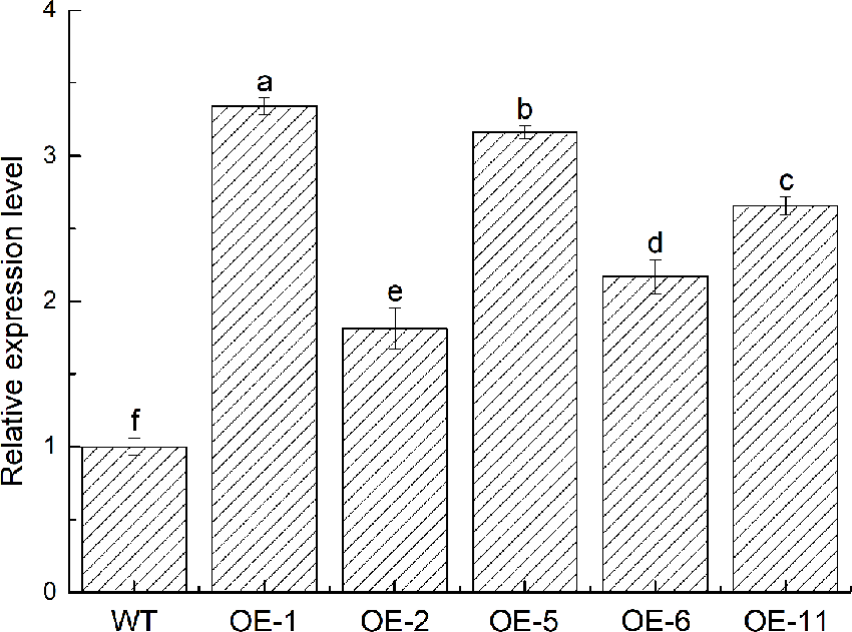
Acquisition of transgenic *VbWRKY32 Verbena bonariensis*. Expression level of *VbWRKY32* in wild-type (WT) and transgenic *V. bonariensis*. *Actin-11* served as the internal reference gene. The different letters above the columns represent significant differences (P < 0.05) on the basis of Duncans multiple range test.

**Figure 6:**
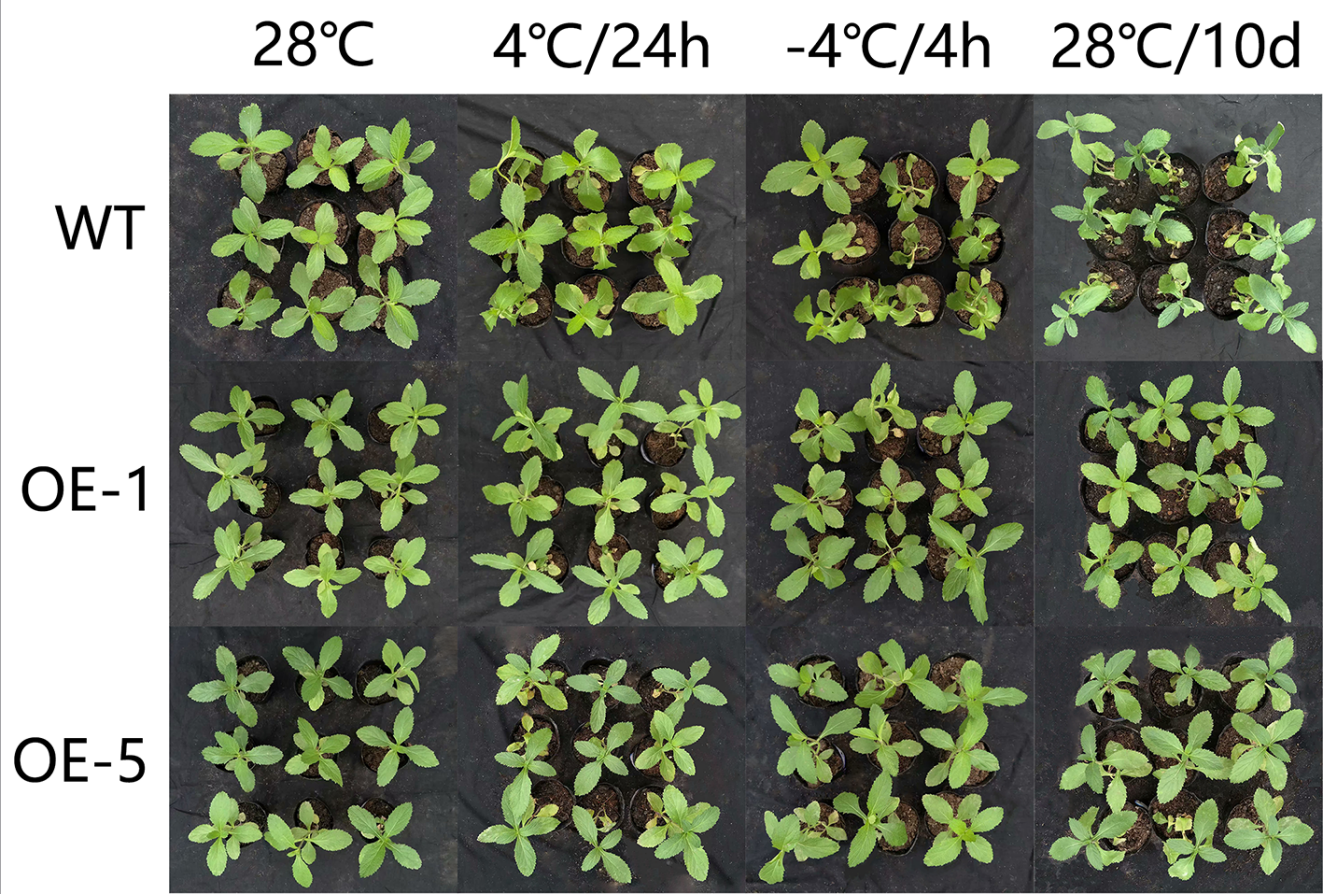
Phenotypic comparison of wild-type (WT) and *VbWRKY32* overexpressed lines (OE-1 and OE-5) under cold stress.

**Table 3:** The statistics of seedling recovery.

	Recovery ratio	Dead ratio
WT	44.44%	4.45%
OE-1	84.45%	2.22%
OE-5	86.67%	2.22%

### The Overexpression of *VbWRKY32* Alleviated the Degree of Plants Injury

In the process of aerobic metabolism of plants, ROS such as H_2_O_2_ and O_2_^−^ was accumulated under cold stress, harming the membrane and related biological macromolecules. To visualize H_2_O_2_ and O_2_^−^ produced in *V. bonariensis* leaves under cold stress, the leaves were stained by using DAB and NBT chemical. Histochemical staining showed that less brown or blue precipitations were observed in overexpressed lines (OE-1 and OE-5) than that in WT (**Figures 7A**, **B**). In addition, quantitative analysis also exhibited that the accumulated level of H_2_O_2_ and O_2_^−^ in leaves of all lines were increased when exposed to cold condition, WT significantly (P < 0.05) produced more H_2_O_2_ and O_2_^−^ than OE lines (**Figures 7C**, **D**).

**Figure 7:**
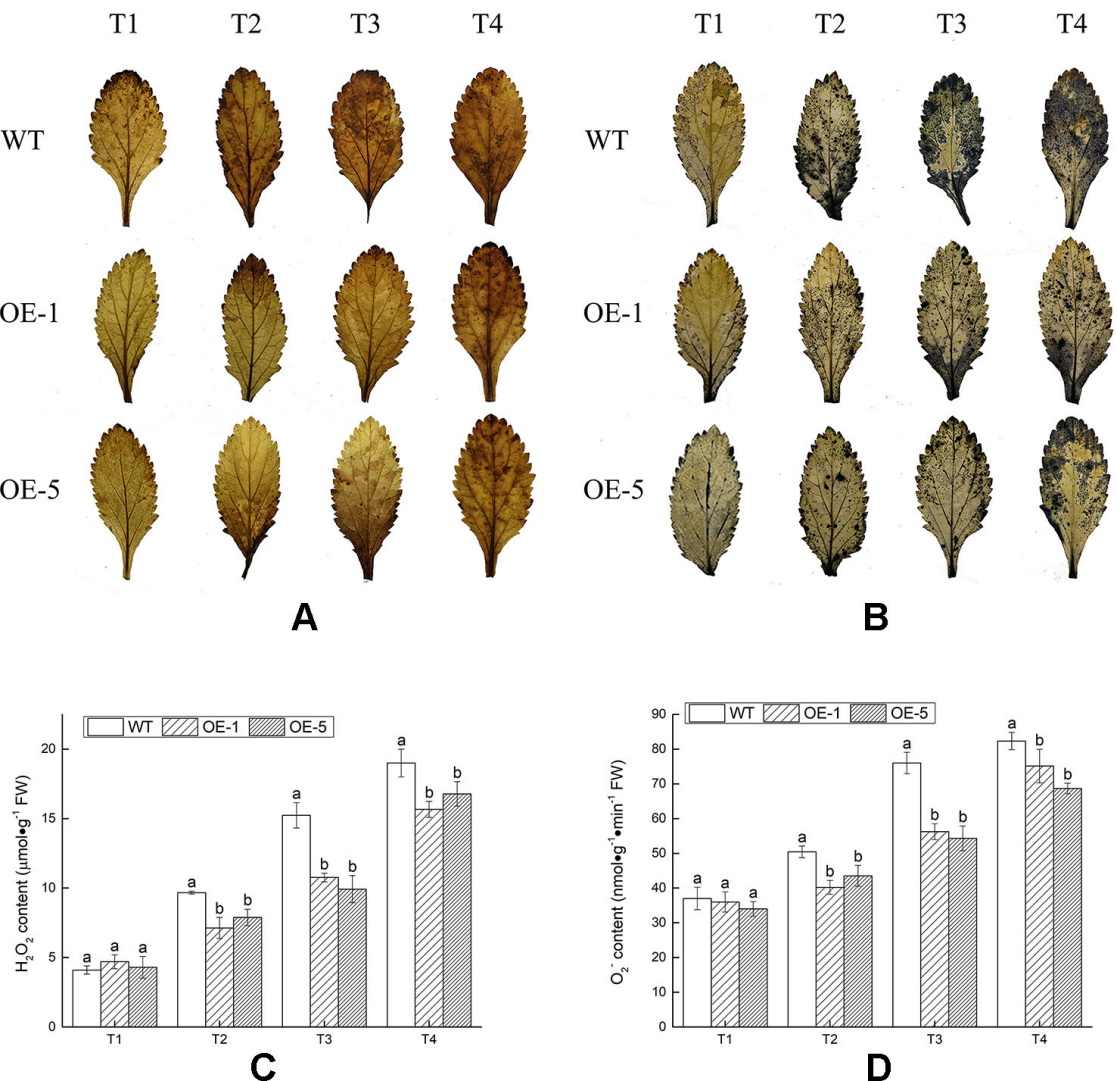
Analysis of the reactive oxygen species (ROS) accumulation levels in wild-type (WT) and *VbWRKY32* overexpression (OE)-1 and OE-5 lines of *Verbena bonariensis* (OE-1 and OE-5) under cold stress. **(A**, **B)** Histochemical staining with 3,3′-diaminobenzidine (DAB) and nitroblue tetrazolium (NBT) for observing the accumulation situation of H_2_O_2_ and O_2_^−^. **(C**, **D)** The quantitative measurement of H_2_O_2_ and O_2_^−^. The temperature kept at 28°C (T1), then drop to 4°C for 24 h (T2), then to −4°C for 4 h (T3), 6 h (T4). Data indicate means ± standard errors (SE) of three biological replicates. The different letters above the columns represent significant differences (P < 0.05) on the basis of Duncan’s multiple range test.

MDA and EL, the two important indexes of cell damage, could reflect the extent of membrane injury (Huang et al., 2013). The MDA content and EL were prominently (P < 0.05) lower in transgenic *V. bonariensis* than that in WT (**Figure 8**). Under T4 treatment, the MDA content of OE-1, OE-5 lines increased to 2.78- and 2.76-fold, while WT increased to 3.65-fold; The EL of WT, OE-1, and OE-5 raised to 2.18-, 2.07-, and 1.87-fold of that before stress.

**Figure 8:**
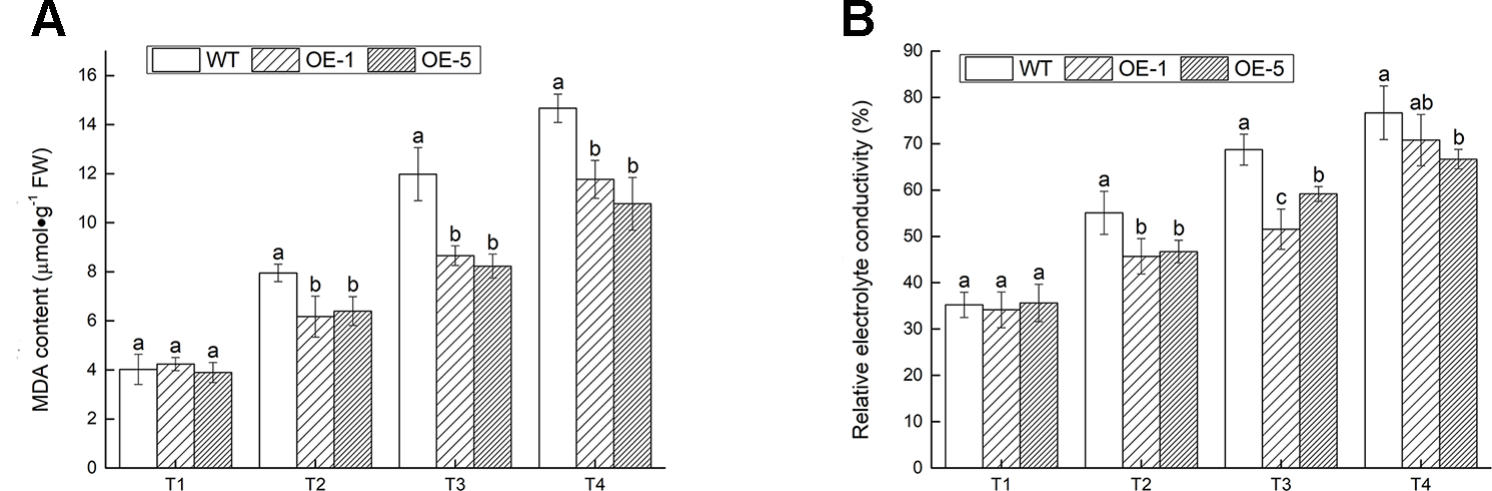
The extent of membrane injury. **(A)** Malondialdehyde (MDA) content. **(B)** Relative electrolyte conductivity. Data indicate means ± standard errors (SE) of three biological replicates. The different letters above the columns represent significant differences (P < 0.05) on the basis of Duncan’s multiple range test.

The conclusion above indicated that the degree of cell damage in WT plant was more severe than the transgenic lines under cold stress.ss

### The Enhancement of Cold Tolerance by the Physiological Changes of *VbWRKY32* Overexpression

The existence of antioxidant enzymes was essential for scavenging ROS and alleviating cell injury. Hence the activities of antioxidant enzymes (SOD, POD, APX, and CAT) at various time and temperature points were monitored (**Figures 9A**–**D**). Under 28°C condition (T1), these enzymes activities revealed no remarkable difference in between WT and OE lines. After chilling treatment of −4°C for 4 h (T3), there was an evident increase in all lines; exposure to −4°C treatment for 6 h (T4), the activities of SOD, POD, and APX decreased in OE and WT lines. The contents of proline, soluble sugar, and soluble protein were measured to investigate the regulated capable of osmotic mechanism in *VbWRKY32* OE lines of *V. bonariensis* under cold stress. Compared with WT, OE lines accumulated distinctly (P < 0.05) higher content of proline, soluble sugar, and soluble protein under cold condition (**Figures 9E–G**). In addition, SOD, POD, APX, and CAT were normalized by protein data (**Figure S1**). As a whole, the value of SOD, POD, APX, and CAT after normalized treatment were lowered in OE lines than that in WT during cold condition.

**Figure 9:**
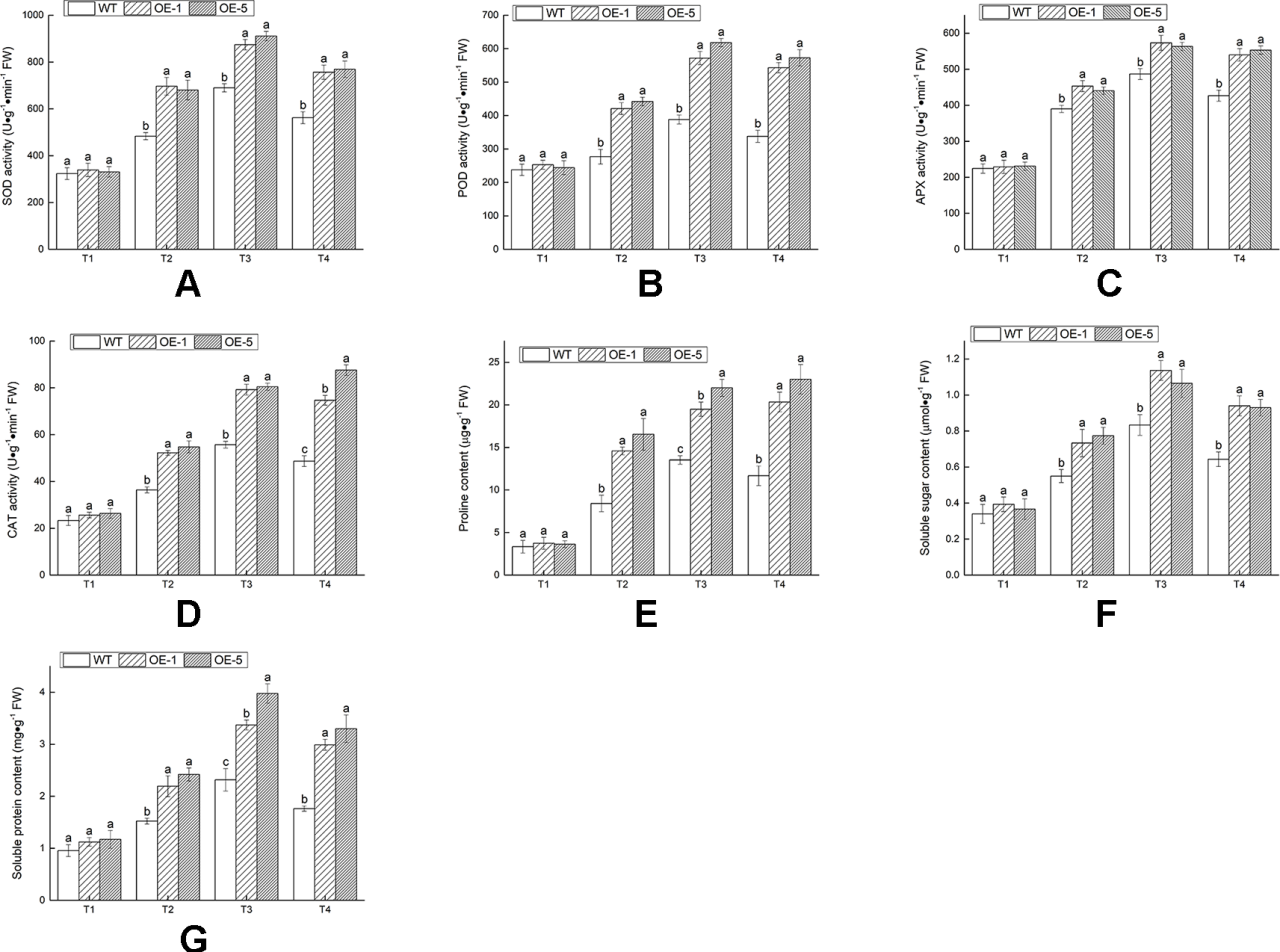
The changes of physiological indexes on wild type (WT) and *VbWRKY32* overexpression (OE) lines leaves of *Verbena bonariensis* (OE-1 and OE-5) under cold stress. **(A)** Superoxide dismutase (SOD) activity. **(B)** Peroxidase (POD) activity. **(C)** Ascorbate peroxidase (APX) activity. **(D)** Catalase (CAT) activity. **(E)** Proline content. **(F)** Soluble sugar content. **(G)** Soluble protein content. Data indicate means ± standard errors (SE) of three biological replicates. The different letters above the columns represent significant differences (P < 0.05) on the basis of Duncan’s multiple range test.

These results indicated that overexpression of *VbWRKY32* could raise the ability of plants against ROS persecution and alleviate cell injury under cold stress.

### Differential Expression of Cold-Related Genes in Wild-Type and Overexpression Lines Under Cold Stress

Based on the above physiological data of *V. bonariensis* under low temperature stress, it was found that the antioxidant enzyme activity and osmotic adjustment substance content of plants reached a high level under −4°C for 4 h. Considering that the physiological changes depended on the change of molecular mechanism, it was speculated that the gene expression should be at a high level at this time. Therefore, in order to understand the effect of *VbWRKY32* overexpression on the cold resistance at gene level, expressions of nine cold-related genes were detected by qRT-PCR at T1 (28°C), T2 (4°C), and T3 (−4°C).

These genes selected were related to antioxidant enzyme, cold regulated protein, and osmotic adjustment substances. The antioxidant enzyme activities and the content of osmotic adjustment substances were increased, which helped clear excess ROS, maintain the balance of cell osmotic pressure, and stabilize the cell structure. Under normal environment, there was no remarkable difference in transcript accumulation between WT and OE lines. Under chilling stress (4°C), the gene expression levels of OE lines were specifically up-regulated than that of WT. Compared with the control (28°C), *VbSOD* in the WT, OE-1, and OE-5 lines was remarkably (P < 0.05) increased by 1.80, 2.10, and 2.69 times under freezing stress (−4°C) (**Figure 10A**), respectively. The gene expression level of *VbPOD* and *VbCAT* matched similar pattern with *VbSOD*, which was 3.01 and 3.35 times in OE-5 lines, respectively, higher than that of the control (**Figures 10B**, **C**). *VbAPX6* in the WT, OE-1, and OE-5 lines was increased to 3.14, 4.93, and 4.44 times under −4°C than that of the control (**Figure 10D**). The transcription levels of *VbCor413im1* in OE lines were over 7.56-fold at 4°C and 9.13-fold at −4°C, greater than that in control, respectively; the expression level of *VbCor413pm2* in OE lines was more than 6.30 times at 4°C and 8.11 times at −4°C higher than that of WT, respectively (**Figures 10E**, **F**). The expression level of *VbAMY3*, *VbBAM1*, and *VbP5CS* were signiﬁcantly (P < 0.05) increased by over 3.49, 3.64, and 5.99 times in OE lines under −4°C stress than that of control, a maximum reached (**Figures 10G**–**I**). The results indicated that *VbWRKY32* transcription factor could increase the expression level of cold-related genes and the cold tolerance of transgenic plants.

**Figure 10:**
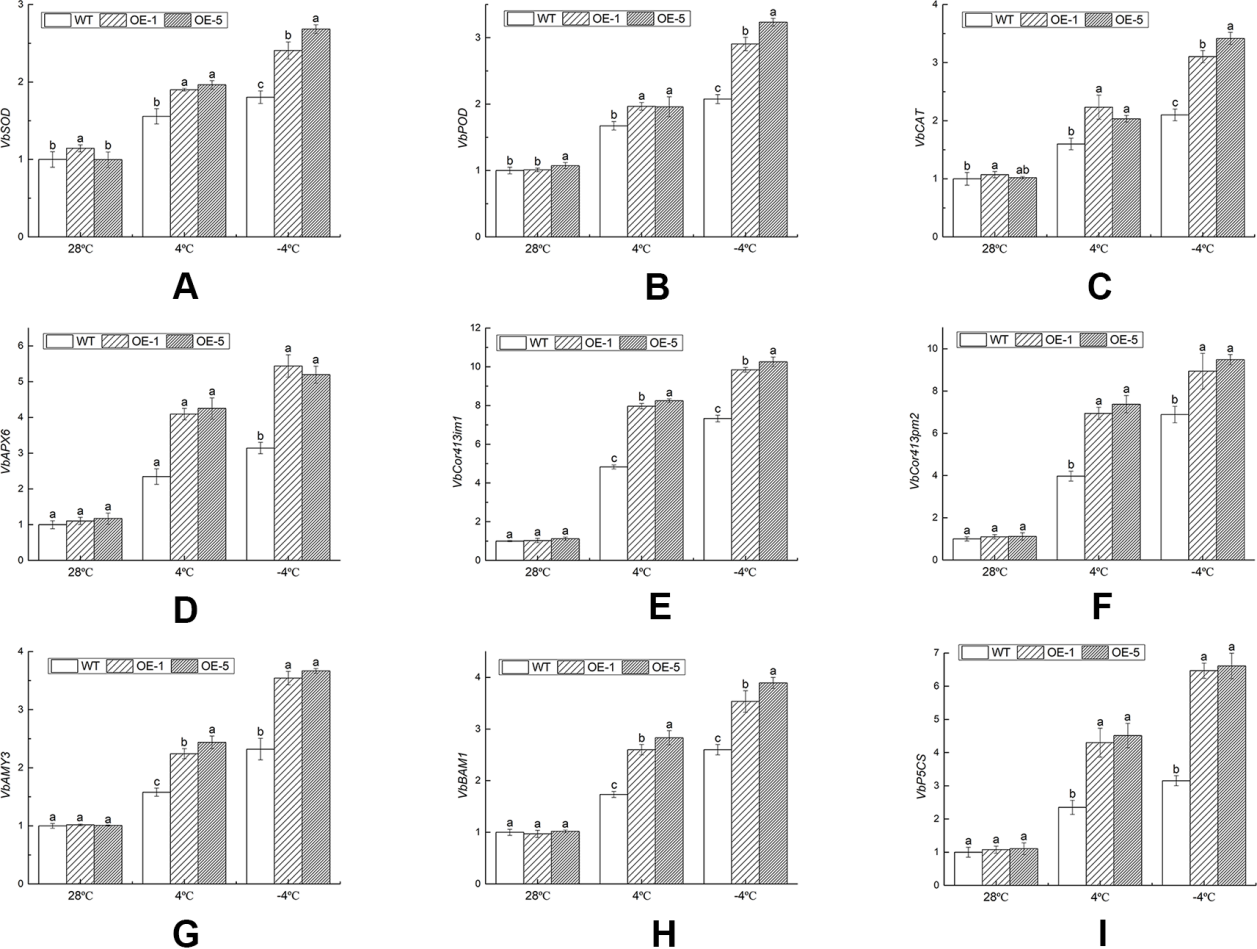
The expression analysis of transcripts of stress-response genes in wild-type (WT) and overexpression (OE) lines (OE-1 and OE-5) at various time and temperature points. **(A)** *VbSOD*. **(B)** *VbPOD*. **(C)** *VbCAT*. **(D)** *VbAPX6*. **(E)** *VbCor413im1*. **(F)** *VbCor413pm2*. **(G)** *VbAMY3*. **(H)** *VbBMY1*. **(G)** *VbP5CS*. *Actin-11* was amplified as a control. Data indicate means ± standard errors (SE) of three biological replicates. The different letters above the columns represent significant differences (P < 0.05) on the basis of Duncan’s multiple range test. **(I)** The seedlings were treated at the following temperature (this cooling process was continuous.): 28°C (the control), 4°C for 24 h, followed by −4°C for 4 h.

## Discussion

Despite low-cost cultivation and high-ornamental value, the study on *V. bonariensis* has generally been slower compared with many landscape plants, especially in terms of the abiotic stress response. Cold stress decrease production and ornamental value of *V. bonariensis*. The WRKY TF family was paid great attention to in the field of abiotic stress. It represented as one of major plant-specific transcriptional regulators. Many WRKY TFs were up-regulated under drought, heat, or salt stresses (Wang et al., 2018b; Xu et al., 2018). However, few researches reported the function of WRKY TF under cold stress. In our experiment, *VbWRKY32* was separated from *V. bonariensis* on its differential expression in response to freezing stress.

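In the leaf libraries 17 clusters were annotated as WRKY32 or shared the best match of VbWRKY32, and 9 of them had enough counts to be tested. VbWRKY32 and Cluster-14918.25435 were higher in cold, and Cluster-14918.111498 and Cluster-14918.129867 were lower. Cluster-14918.25435 had a log2 fold change of 5.38 (standard error 1.23, adjusted p = 0.0157 from edgeR's quasi-likelihood test). Its summed counts had a ratio of 52.3, with an exact 95% interval from 13.9 to 441, and its control reads came from control replicate 1 alone, with 2.25 counts. Against the other control libraries, both at 0, the cold mean was at least 24.5-fold higher. The adjusted p was above 0.05 without cold replicate 1 (0.0512) or control replicate 3 (0.0529), and the log2 fold change was 4.79 without control replicate 2. Cluster-14918.111498, the most abundant of the 17 in control, had 469 ± 39.3 normalized CPM (SD, n = 3) in control and 128 ± 48.1 in cold, a log2 fold change of -1.88 (standard error 0.28, adjusted p = 0.00327 from the same test). The authors' deposited table gives it a log2 ratio of -2.02 and a q value of 8.01e-15. Cluster-14918.129867 had a log2 fold change of -1.52 (standard error 0.46, adjusted p = 0.0393 from the same test), and its adjusted p was above 0.05 without cold replicate 1 (0.0897), control replicate 1 (0.0740), control replicate 2 (0.0977) or control replicate 3 (0.101). The remaining 5 tested, among them Cluster-14918.74437 with 16.1 ± 14.6 in control and 149 ± 11.9 in cold, had adjusted p above 0.05. That of Cluster-14918.74437 was under 0.05 without control replicate 2 (0.00439), with DESeq2 (0.00760) and with limma on log2(FPKM + 1) (0.00578), and that of Cluster-14918.74436 without cold replicate 2 (0.0167), with DESeq2 (0.0127) and with limma (0.00227). Summed over the 14 clusters of the best match, the level was 761 ± 40.1 in control and 378 ± 17.0 in cold (SD, n = 3), and each cold library lay below each control library (exact two-sided permutation test, p = 0.1, the smallest possible). In the authors' FPKM the same sum was 25.9 ± 0.88 in control and 14.3 ± 1.27 in cold. Over all 17 clusters the FPKM sum was 32.3 ± 2.54 in control and 36.6 ± 3.47 in cold, with values that overlapped between the groups. The normalized CPM was 799 ± 32.05 and 564 ± 25.0. Cluster-14918.74437, 662 bases long and outside the best match of VbWRKY32, rose from 2.35 ± 2.14 to 17.9 ± 1.48 FPKM. FPKM scales to length, so this short cluster weighs more in the FPKM sum than in the normalized CPM. VbWRKY32 made up 0%, 0.713% and 0% of the normalized counts of its best match in control replicates 1, 2 and 3, and 24.2%, 33.0% and 15.2% in cold replicates 1, 2 and 3.

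**Figure D1:**
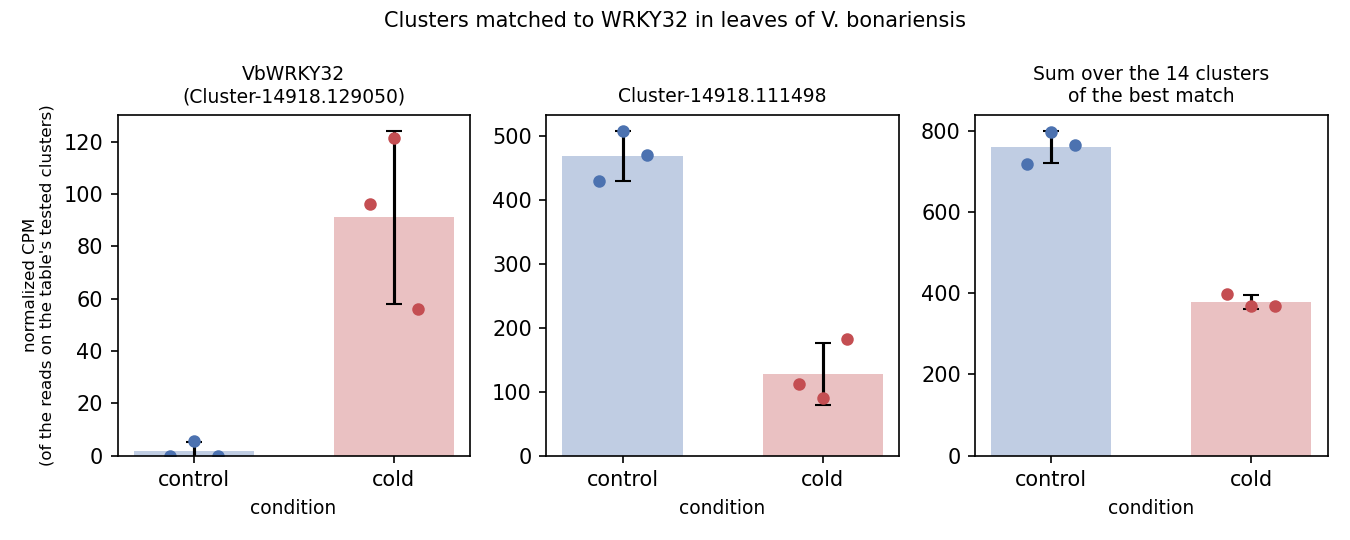
Normalized CPM of VbWRKY32, of Cluster-14918.111498 and of the sum over the 14 clusters of their best match, in control and cold leaves, each panel with its own linear axis from 0. Points are libraries, bars are means and error bars are the SD (n = 3). VbWRKY32 is higher in all 3 cold libraries, and Cluster-14918.111498 and the sum are lower.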

The results of multiple sequence alignment and phylogenetic tree analyses showed that the *VbWRKY32* gene belonged to the group I of WRKY family. The transgenic plants of *VpWRKY2*, which are in the same branch as *VbWRKY32*, possessed high cold resistance (Li et al., 2010). Overexpression of *TaWRKY19* enhanced the ability of responding salt, drought, and freezing stresses in transgenic plants (Niu et al., 2012). In addition, *WRKY32* was actively upregulated in kenaf responding to drought and salinity stresses (Niu et al., 2015). Moreover, the expression level of *VbWRKY32* in leaves was remarkably raised under cold stress. The above results showed that *VbWRKY32* could participate in the cold resistance process in *V. bonariensis*.

The expression level of *VbWRKY32* in leaves is higher than in stems and roots and the transcript peak was after 4 h at −4°C. The leaves reflected the chilling and freezing injury. We speculated that the leaves activated the expression of *VbWRKY32* more quickly than other tissues exposed directly to cold air. CsWRKY2 expression was highly promoted in leaves than in other organs exposed to coldness, drought, and exogenous abscisic acid (Wang et al., 2016). The previous result may be consistent with our speculation. The *VbWRKY32* gene in WT could increase expression under cold stress. The elevated expression of *VbWRKY32* transgenic lines under normal circumstances could account for its rapid response to cold. The damage of WT plants could have occurred in the early stages responding to cold stress in the process of resistance.

In the experiment for exploring the cold tolerance of *V. bonariensis*, the OE lines were promoted in response to chill compared with WT. The results were revealed by observing phenotypic changes and measuring recovery ratios, MDA, EL, antioxidant enzyme activities, and osmotic regulating substance contents. *VbWRKY32* overexpression caused the elevated expression of down-stream genes and the changes of their related substances in plants.

The MDA content and EL could be used to test the degree of lipid peroxidation and the change of membrane permeability, respectively. Due to cold stress, the high concentration of ROS which was reactive and toxic caused the enhanced production of MDA. The accumulation of MDA under abiotic stress, which caused membrane lipid peroxidation, injury of plant cells, lead to the death of plants ultimately (Mittler et al., 2004; Wang et al., 2018a). Under the chilly condition, the cell membrane of plant transformed from liquid crystalline phase to gel phase with the deviation of selective permeability, which resulted in the cellular electrolyte exosmosis. Therefore, the damage of plants under low temperature stress could be measured by MDA and EL. The production of MDA and the EL of WT were greater compared with *VbWRKY32* OE lines. The results illustrated that *VbWRKY32* might reduce the accumulation of MDA and stable cell membrane structure.

The antioxidant enzyme system, including POD, SOD, CAT, and APX, could scavenge excessive ROS and improve plant resistance under various types of abiotic stresses (Yu et al., 2014; Singh et al., 2017; Xu et al., 2017; Ma et al., 2018). Compared with the OE lines, the WT plants showed deeper intense histochemical staining by cold treatment. The appearance suggested that less ROS was accumulated in OE lines than the WT. To scavenge ROS, the expression level of ROS-scavenging related genes (e.g., *VbSOD*, *VbPOD*, *VbCAT*, and *VbAPX6*) had a significant increase in OE lines than that in WT. The transcript levels of these genes were in line with the antioxidant enzyme (SOD, POD, CAT, and APX) activities. The antioxidant enzymes converted toxic superoxide radicals to harmless ion and eliminated hydrogen peroxide in plants (Sarvajeet Singh and Narendra, 2010). The activities of SOD, POD, CAT, and APX in OE lines were remarkably (P < 0.05) increased than that in WT. However, intrinsic antioxidant systems of plants only eliminate a certain amount of ROS and excessive ROS could destroy antioxidant systems.

During cold treatment, we found the enzymes activities of SOD, POD, APX, and CAT were higher in OE lines than that in WT. On the one hand, this may be due to an increase in the level of transcription, which in turn leaded to an increase in protein activities. Further studies need to determine the relation of the transcription of SOD, POD, APX, and CAT to protein activities. On the other hand, the protein normalization treatment of SOD, POD, APX, and CAT was performed, the results have showed that the concentration of enzymes (including protein per FW) in OE lines were lower than that in WT (**Figure S1**). While the decreases in MDA, H_2_O_2_, O_2_^−^ content (expressed per g FW) in the WRKY OE lines might be explained by an increased retention of water in the OE lines. However, SOD, POD, APX, and CAT (expressed per g FW) in the OE lines increased and they are no significantly different when normalized for protein (expressed per mg protein, **Figure S1**), it was speculated that increased water loss of in OE lines. These two phenomena were contradictory and not easy to explain. Therefore, the relation of the loss water of plants under cold stress to the protein activities needed further study.

The osmotic adjustment substances such as soluble sugar, soluble protein, and free proline could keep the stability of cellular structure and cell osmotic pressure. It was proved that they aided to maintain proteins and cell structures, particularly under severe or prolonged stress (Hoekstra et al., 2001). Under freezing stress, the transcription levels of *VbAMY3*, *VbBAM1*, and *VbP5CS* had been greatly improved, the expression levels of these gene in OE lines were evidently higher than WT. The expression levels of *AMY3* increased significantly under cold conditions in *Arabidopsis* (Thalmann et al., 2016). By degrading starch into maltose under stress, *BAM1* sustained the biosynthesis of proline and soluble sugars, alleviating the oxidative stress (Kyonoshin et al., 2009). The lack of *AMY3* and *BAM1* prevented plants from mobilizing starch in leaves in face of stress. Carbon exported to the root was reduced, which ultimately affected osmolyte accumulation for water, nutrient intake, and root growth (Zanella et al., 2016). The expression level of *VbP5CS* which functioned in osmotic adjustment was up-regulated in OE lines. The expression of the *P5CS* gene induced by environmental stress could promote proline synthesis and increase proline content in plants (He et al., 2018). Therefore, the proline, soluble protein, and soluble sugar in OE lines was of improved content compared with WT under freezing stress.

Massive studies had revealed that expression of COR genes was positively related to cold tolerance in plants (Liang et al., 2011; Wathugala et al., 2011; Wan et al., 2014). The Cor413 family were divided into Cor413-inner membrane (Cor413im) and Cor413-plasma membrane (Cor413pm) proteins (Ghislain et al., 2003). In this study, the expression level of *VbCor413im1* and *VbCor413pm2* were up-regulated in OE lines compared with WT. *Arabidopsis AtCor413im* mapped in the inner membrane of chloroplasts might stabilize the chloroplast membrane under cold stress (Okawa et al., 2010; Okawa et al., 2014). Overexpression of *PsCor413im1* isolated from *Phlox subulata* improved cold resistance of *Arabidopsis* plants (Zhou et al., 2018b). *PsCor413pm2*, a plasma membrane protein, enhanced cold tolerance of transgenic *Arabidopsis*. The plasma membrane suffered most from cold injury (Zhou et al., 2018a).

The TFs played an important role in activating multiple biological processes to insulate plant cells from cold. They functioned as a pivotal regulator for adaption of the plant through the binding of TFs to cognate cis-acting elements present in the promoter region of their target genes (Zou et al., 2010; Yang et al., 2012; Peng et al., 2013). The downstream-related genes were regulated by TFs to adapt to external environmental changes. The cold tolerance in plants was enhanced by regulating various series of cold-responsive genes (Thomashow, 1999).

Therefore, the data indicated *VbWRKY32* improve the activities of antioxidant enzymes and the content of osmotic adjustment substances by influencing downstream genes, and then alleviate the oxidative damage and stabilize the plasma membrane of *V. bonariensis* under cold stress.

It is worth mentioning that in addition to affecting the expression of downstream genes and physiological changes, WRKY may also have an impact on water retention, and thus increase the cold resistance of plants. In *Arabidopsis*, the *WRKY54*-*WRKY70* double mutants exhibited clearly enhanced tolerance to osmotic stress. The enhanced tolerance was correlated with improved water retention and enhanced stomatal closure (Li et al., 2013). The water retention also may be related to EL, enzyme activities, MDA, H_2_O_2_, O_2_^−^ and proline. In addition, the *VbWRKY32* over-expression transgenic plants were validated by qRT-PCR in our study, the *VbWRKY32* gene played a vital role in improving cold stress tolerance. Whether there will be changes in protein levels in the transgenic plants in cold stress, further studies need to determine the relation of the VbWRKY32 gene to protein level. These issues will be focused in the future.

## Conclusion

Taken together, the overexpression of *VbWRKY32* in the seedling stage of *V. bonariensis* resulted in elevated cold tolerance without abnormal growth by phenotypic observation. The expression level of down-stream genes was remarkably promoted, which accounted for the improvements in antioxidant enzyme activities and the contents of osmotic adjustment substance. The *VbWRKY32* gene alleviated the damage of membrane lipid peroxidation and relieved the electrolyte exosmosis of the cell. These performances proved the positive function of *VbWRKY32* in *V. bonariensis* under cold stress. Currently, this cold resistance experiment was provisionally limited to the laboratory. Further exploration and verification would be required on whether the transgenic *V. bonariensis* plants’ safely survival and winter duration in the field environment below 4°C.

## Data Availability Statement

The raw sequencing data of the RNASEQ experiment have been submitted to the NCBI Sequence Read Archive database with accession number GSE112477.

## Author Contributions

M-qW, YL, and Q-lL conceived and designed the experiments. M-qW, Q-xH, PL, and Q-hZ performed the experiments. M-qW, LZ, Y-zP, B-bJ, and FZ analyzed the data. M-qW wrote the paper. All authors read and approved the final manuscript.

## Funding

This research was supported by National Natural Science Foundation of China (31971707), Sichuan Science and Technology Program (2019YJ0512), Natural Science Foundation of Guizhou (20181044), the introduction of talent project of Guizhou University (201756), and Guizhou University cultivation project (20175788-33).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

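Leaf RNA of V. bonariensis was sequenced in 3 libraries of control plants and 3 of plants kept at 4°C for 24 h and then at -4°C for 4 h. The libraries were assigned to control and cold by their labels. Libraries were made with a kit for messenger RNA and sequenced on an Illumina instrument; the assembler, aligner and counting program, their versions and the test behind the authors' comparison are not given in the sources used here.

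The authors deposited 1 table, limited to transcription factors and other regulators. Its 10251 lines cover 9740 clusters, since 492 clusters stand on more than 1 line with the same values and were used once. The estimated counts deposited by the authors are not normalized and need not be whole. The FPKM values the authors deposited are scaled to the length of the cluster and to the reads of the whole library. The log2 ratio in the authors' deposited table is cold over control, and infinite for some clusters with a group at or near 0. The q value in the authors' deposited table is missing for 531 clusters, and clusters marked as changed have q up to 0.049953, while the lowest q of an unmarked cluster is 0.050005. All columns that hold values of single libraries could be assigned to a library.

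The table carries 5.85% to 5.86% of the reads of each control library and 5.52% to 5.53% of those of each cold library. Whole-library totals were recovered by fitting count, FPKM and length together over clusters with an FPKM of at least 5, with a median misfit of 0.0185% to 0.0339% per library. A floor of 3 counts equals 0.145 to 0.177 CPM of the whole library in control and 0.210 to 0.229 in cold. Intervals and floors cover counting error only.

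Counts were rounded to whole numbers. The test used was edgeR 4.0.16 (quasi-likelihood, TMM factors over the clusters of the table, filterByExpr with its minimum count of 10, condition as the only term), with Benjamini-Hochberg adjustment over 5004 clusters and a threshold of 0.05, in R 4.3.3. The common biological coefficient of variation was 0.639. Standard errors are the log2 fold change over the square root of the F statistic. Set tests used camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with fry and an estimated correlation beside it, for the WRKY family and for the 65 families with at least 10 tested clusters. Summaries used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot matplotlib 3.10.9.

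The tests were tried on simulated data with the means, library sizes and spreads of the real clusters, in which 200 clusters were changed. On 4468 clusters edgeR found 21.5% of the changed clusters, and 30.6% of those changed at least 4-fold, with 2.27% false calls. On 5004 clusters DESeq2 found 47.0% with 31.9% false calls, and limma on log2(FPKM + 1) found 24.0% with 7.69% false calls. The share for edgeR rests on 1 false call among 44. In the real data edgeR called 45.5% of the tested clusters, a far larger share than the 200 changed here. The share of changed clusters affects the rate of false calls, so these rates need not hold for the real data.

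Alternatives set before the data were examined were DESeq2 1.42.0, RLE factors, library totals alone, whole-library totals, no filter, a stricter filter (10 counts in every library of a group and a mean of 1 CPM), limma on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, each library left out in turn, an adjusted p under 0.01, a log2 fold change of at least 1, and WRKY membership by any annotation. Counts summed over clusters with the same best match were added after the data were seen. With 3 libraries in a group, 10 splits of the 6 libraries exist.

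Clusters named in the text were chosen by a rule written before the data were examined: VbWRKY32 and every cluster annotated as WRKY32 or with the same best match, the 3 WRKY clusters and the 5 clusters of the whole table with the largest change in each direction among those past the threshold, without overlap between groups and with a mean of at least 1 CPM. Cluster names are the authors', and gene names are those of the best match in other species. None of the 9 cold-related genes measured by qRT-PCR, nor Actin-11, is named by the annotation of this table; the 11 clusters whose annotation holds the word peroxidase are all matched to OVEREXPRESSOR OF CATIONIC PEROXIDASE 3. The planned test of those genes was therefore not run. The qRT-PCR, physiological and staining experiments were not analysed here.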

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

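Of the tests in this part, the effect of thinning the libraries on the AUX/IAA and HMG families, the sums over best matches for those families and both tests on clusters read in only 1 condition were written down before their results were seen. The others were chosen after the result was seen.

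Cluster-14918.111498 is a signal in a cluster the paper does not discuss. It has the best match, score and coding length of VbWRKY32, and its log2 fold change in cold was -1.88, against 5.46 for VbWRKY32. With whole-library totals its log2 fold change was -2.11. That scaling shifts all clusters nearly alike, so the value cannot test the lower depth of the cold libraries for this cluster. Reads moving to other clusters of the best match are argued against as the whole cause, because the sum over those clusters also fell, with a log2 ratio of -1.01 and cold libraries that all lay below all control libraries. A fall in cold of the transcripts behind this cluster is a hypothesis that stays open. Over all 17 clusters of WRKY32 the FPKM sum, 32.3 in control and 36.6 in cold, overlapped between the groups. The short Cluster-14918.74437 held 2.35 of that sum in control and 17.9 in cold. The sum in normalized CPM fell from 799 to 564 and in CPM of the whole library from 48.1 to 28.9, without overlap.

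VbWRKY32 rises while its most abundant relative falls. From these counts, reads moving to VbWRKY32 from another cluster cannot be told apart from a change in transcription. The reason is that 1 other cluster of the best match, Cluster-14918.111498, lost at least as many normalized counts as VbWRKY32 gained. The paper's RT-qPCR of VbWRKY32, which does not rest on the division of reads, rose at 4°C and peaked after 4 h at -4°C. Whether its primers tell the 2 clusters apart was not tested here. The table gives no sequences that would show how many reads fit both. A different 3' end of the transcript in cold could also join both changes. Of the tested clusters with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 0 went against the rule that clusters with a stretch after the coding region as long as that of Cluster-14918.111498 fall and the others rise, but only 4 were called, and VbWRKY32 and Cluster-14918.111498 among them prompted the rule. Cluster-14918.74437, with a stretch of that length, had a log2 fold change of 3.21 (adjusted p = 0.0790), and its adjusted p was under 0.05 with DESeq2 (0.00760), with limma on log2(FPKM + 1) (0.00578) and without control replicate 2 (0.00439). Cluster-14918.74436, with 878 bases after the coding region, had a log2 fold change of -2.60 (adjusted p = 0.106), and its adjusted p was under 0.05 with DESeq2 (0.0127), with limma (0.00227) and without cold replicate 2 (0.0167). Cluster-14918.175497, with 259 bases, had one of -1.25 (adjusted p = 0.446). These go against the rule. The number is too small to decide.

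Clusters read only in cold, with at least 30 counts over the cold libraries and at most 3 over the control libraries, numbered 286, and 519 were read only in control. The lower depth of the cold libraries is argued against for these 286, since it could not produce clusters missing from the deeper libraries. Forms of one gene (alleles or transcript forms) that differ between the plants of the 2 groups might leave such clusters. Among 379 pairs of such clusters with a common best match, 19.5% lay on opposite sides. That is more than the 13.7% of other called pairs and less than the 35.6% to 54.4% seen when sides were shuffled 1000 times, so the pairs do not decide it. For 269 of the 717 such clusters that share their best match with another cluster (37.5%), the sum over the best match changed by less than 2-fold, against 30.7% of the 1598 other called clusters that share theirs. Cluster-14918.99740 is one, at 0 in control, while its best match held 6557 normalized CPM in control and 6500 in cold. Regulation by cold, a switch between transcript forms included, stays open for all of these clusters. It was not tested separately from the genotype of the plants, for which no value was available in the tables.

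The AUX/IAA and HMG families, which the paper does not discuss, were higher in cold as sets. Their median log2 fold changes were 1.37 over 106 clusters and 1.47 over 42, and 83 and 35 of these were positive. Under DESeq2, RLE factors, library totals alone and whole-library totals both medians stayed positive, at 1.12 to 1.47 for AUX/IAA and 1.23 to 1.54 for HMG. Depth is argued against, since 74 clusters of both families were called higher and 9 lower after every library was thinned to the smallest total. Counting one gene many times is argued against, since 46 best matches were called higher and 10 lower after summing. With the correlation between clusters estimated from the data, camera gave adjusted p values of 0.0847 and 0.0871, above the threshold. The fry test kept both, but it does not compare a family with the other clusters and kept 56 of 65 families. A response of both families to cold is a hypothesis that stays open, because 3 libraries against 3 cannot exclude a difference between the groups that has another origin.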

How the results depend on the processing

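The sums over clusters with the same best match and the count of splits were chosen after the data were seen; the other alternatives were set before. The count of splits cannot exclude chance for the counts of clusters or for the fall of the WRKY family, since 1 of 10 splits, the real one, gave a result as large and with 3 libraries against 3 the share cannot be under 0.1 whatever the data. In each of the 9 splits that mix the conditions edgeR's quasi-likelihood test called 0 clusters, with 24 to 40 at an unadjusted p under 0.05, and DESeq2 called 12 to 25, against 2276 and 3153 in the real one. These splits are no clean comparison, since the difference between conditions lies within their groups and in part still between them.

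The counts of clusters higher and lower in cold (1094 and 1182) stayed within 1.5 times under DESeq2, RLE factors, library totals alone, whole-library totals, no filter, the stricter filter, both FPKM scales, a log2 fold change of at least 1 and the sums. Whole-library totals gave 947 and 1371, library totals alone 1002 and 1301, limma on log2(FPKM + 1) 1204 and 1760, and DESeq2 1580 and 1573. The counts fell to 714 and 787 at an adjusted p under 0.01, by construction. Leaving out 1 library gave 925 to 984 clusters higher and 960 to 1240 lower. For WRKY clusters, 28 to 33 were higher and 86 to 104 were lower when 1 library was left out. The sums gave 16 and 62, with fewer units tested (98). Library totals alone and whole-library totals moved the median of all clusters from -0.14 to -0.29 and -0.37, which shifts all clusters nearly alike, WRKY included. The WRKY median was negative, with an unadjusted p under 0.05, with membership by annotation, fry, the estimated correlation, library totals alone, the sums and each library left out. The medians ran from -1.62 to -1.21 over the libraries left out, and were -1.13 by annotation and -1.12 with the sums. Adjusted over the families, the estimated correlation gave 0.0847 for WRKY, above the threshold, and camera gave p values under 0.05 for 7 of the 9 splits that mix the conditions.

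Of 65 families, 13 passed an adjusted p of 0.05 in camera (8 higher, 5 lower), 0 with the estimated correlation and 56 with fry, which tests another hypothesis. With the estimated correlation the lowest adjusted p was 0.0847, and 15 families had an unadjusted p under 0.05.

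VbWRKY32 was higher in cold under all 15 alternatives set before, and 10 of them kept an adjusted p under 0.05. Its log2 fold change lay between 4.87 and 9.27 when 1 library was left out; the upper value, without control replicate 2, is fitted against controls at 0 and depends on the prior count. The adjusted p was above 0.05 without cold replicate 1, cold replicate 2, control replicate 1 or control replicate 3 (0.0505 to 0.0661), with fewer samples. The lowest over all alternatives set before was 3.27e-06 with DESeq2. The sum over all 14 clusters of the best match, which is not a value of VbWRKY32 alone, had the opposite sign. Its log2 fold change was -0.88 (adjusted p = 4.65e-06 from edgeR's quasi-likelihood test). The other 13 clusters together fell by 472 normalized CPM, and VbWRKY32 gained 89.2.

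Replicate numbers do not pair the libraries: correlations of the deviations of same-numbered libraries were -0.030, -0.014 and -0.0052. With the replicate block 640 clusters were higher and 671 lower, 18 and 72 of them WRKY clusters, and VbWRKY32 had a log2 fold change of 6.35 (adjusted p = 0.0539). The WRKY family as a set kept its direction and call.

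For the other 24 named clusters tested, 194 of 216 values kept direction and side of the threshold, 13 lost the call and 6 gained it. Cluster-14918.74438, not called, changed sign in 3 cases, to -0.10 with limma on log2(FPKM + 1), -0.15 without cold replicate 1 and -0.05 without control replicate 1; it ranged from -0.15 to 0.56 over the libraries left out. The cause was not tested.

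At these depths a floor of 3 counts in a single library equals 0.145 to 0.229 CPM of that library. The bounds for a group at 0 set 3 counts against the reads of the whole group, so their floor is lower. The planned test of the cold-related genes was not run, since the table's annotation does not name them.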

Differences from the paper's values

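The log2 fold change of VbWRKY32 in edgeR's quasi-likelihood test was 5.46 (standard error 1.36), and the paper's is 5.45. Of the alternatives set before the data were examined, the log2(FPKM + 1) scale (1.75) differed from the paper's value by more than that error, and log2(FPKM + 0.1) gave 4.20 (standard error 0.60). The log2 ratio of the mean FPKM, with nothing added, was 5.33. Without control replicate 2 the control libraries were at 0, so the fitted 9.27 depends on the prior count and is not set against the paper's value. The lower bound there was 6.07 on the log2 scale, above 5.45. It sets no upper limit, so it cannot show how close the change is to the paper's value. The sum over the best match, chosen after the values were seen, gave -0.88. It covers 14 clusters with match scores from 397 to 1566, which need not be one gene. The paper's value is for a single cluster, so the sum is not a like measure of it.

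The paper puts the q value of VbWRKY32 under a stricter limit than the adjusted p of 0.0206 found here by edgeR. DESeq2 (3.27e-06), limma on log2(FPKM + 1) (0.000916) and on log2(FPKM + 0.1) (0.00157), and edgeR without control replicate 2 (0.00587) gave values under that limit. RLE factors (0.0192), library totals alone (0.0228), whole-library totals (0.0241), no filter (0.0378) and the stricter filter (0.0113) did not, nor did leaving out any other library or the replicate block.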

Other observations

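In this part the tests of thinned libraries, of cluster length and of the direction of clusters with a common best match were written down before their results were seen, and the others after.

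More WRKY clusters were called lower in cold (102) than higher (31). Their median log2 fold change was negative with TMM factors (-1.27), RLE factors (-1.20), library totals alone (-1.42) and whole-library totals (-1.51). The set test is less firm, with an adjusted p of 0.0847 over the families when the correlation between clusters was estimated. The lower depth of the cold libraries is argued against by 100 clusters called lower and 33 higher after thinning. Counting one gene many times is argued against by 62 best matches called lower and 16 higher after summing. Cluster length, together with the shorter fragments of the cold libraries, is argued against by a difference of -1.62 from the other clusters in the middle of 3 groups by length, with -1.31 among the short and -0.48 among the long clusters. A lower level of many WRKY transcripts after freezing is a hypothesis that stays open, and the count of splits (1 of 10) cannot exclude chance. In each of the 9 splits that mix the conditions edgeR's quasi-likelihood test called 0 WRKY clusters, and DESeq2 called at most 1. At an unadjusted p under 0.05 in edgeR's test at most 2 were higher and 1 lower. Camera's p for the family was under 0.05 in 7 of these splits. Part of the difference between conditions stays between their groups, so this cannot show whether camera's p for the real groups is too small.

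Clusters with a common best match mostly moved together. Of 1735 pairs of called clusters with a common best match, 15.3% moved in opposite directions, against 45.4% to 54.1% over 1000 shuffles (one-sided permutation p = 0.001, the smallest they can give). This argues against clusters changing independently of their best match. Still, 118 of the 483 best matches with at least 2 called clusters had clusters called in both directions, as the best match of VbWRKY32 does.

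Among clusters with 40 to 200 reads in a pair of replicates, those with fractional counts differed more between replicates than those with whole counts. Read numbers were held to that range and not matched. The lowest chi-square per cluster among the former was 3.14 times the highest among the latter. This is consistent with reads that fit several near-identical clusters being divided differently in each library, a hypothesis found and tested on the same data.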
